A study of Homo sapiens with 4 samples. Its data were reported in "MYOD-SKP2 axis boosts tumorigenesis in fusion negative rhabdomyosarcoma by preventing differentiation through p57Kip2 targeting" (2023).

How the data were processed

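ChIP-seq peak lists from RD cells were analysed, 4 libraries in 4 groups: MYOD and H3K27ac, each in shSCR control cells and in cells with SKP2 knockdown. Groups were taken from the sample titles. According to the study's methods, formaldehyde-fixed chromatin was fragmented with micrococcal nuclease, immunoprecipitated together with Drosophila chromatin as a spike-in, and sequenced. The submitters' processing notes name BWA (version 0.7.17), MACS3 and deepTools, with GRCh38, hg38 and dm3 as builds. The methods describe alignment to GRCh38, peak calling with MACS3 against an input library and removal of peaks in an exclusion list of problem regions. Peaks were called per library and nothing was pooled. The methods state a p threshold that corresponds to a -log10 p of 5, but the smallest values in the files were just above 4, and 2.41 to 4.13% of the peaks of a list lay under the stated threshold, so the lists as deposited were taken as the main ones. The methods state that samples were normalized to Drosophila spike-in reads, and the peak-calling options they list name no scaling factor. Whether spike-in scaling entered the peak calls is not stated outright in the sources used here. Without it, list lengths, peak widths and folds do not measure absolute occupancy.

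The fold deposited by the authors for each peak is the enrichment of the pileup at its summit over the local background that MACS3 estimates with the input library named in the methods. The authors' -log10 p and -log10 q belong to the same summit, and the deposited score is the -log10 p multiplied by 10 and truncated. These values are the authors' own and were used to describe, rank or filter peaks within a list. Peak numbers in the deposited names ran on beyond the rows: 238, 201, 227 and 427 numbers were not in the lists of control H3K27ac, knockdown H3K27ac, control MYOD and knockdown MYOD, in that order. Few peaks of a single list lay where the other list skipped a number: 0.571% of knockdown-only and 0.336% of control-only MYOD peaks, and 0.187% and 0.145% for H3K27ac. The control-only H3K27ac peak near CCDC200 was the only such peak among the named ones.

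The fold and -log10 p together fix the pileup x and the background at each summit, taking the fold as (x + 1) over (background + 1) and p as the Poisson probability of more than x fragments. A whole-number x was found for 100% of the peaks of each list within a tolerance of 0.001 in the -log10 p. The smallest background of a list was taken as its library-wide level and as a proxy for depth, since total read numbers are not in the lists. This proxy scales with the fragment length assumed in peak calling as well as with depth.

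Peaks on chromosomes 1 to 22, X and Y were kept, which left out 1 peak on another contig from each H3K27ac list. No peak ended beyond its chromosome in the hg38 sequence. A peak was called kept or shared when a peak of the other list overlapped it by at least 1 bp, and otherwise knockdown-only or control-only. MYOD-bound sites were the merged union of both MYOD lists. Position was taken from the summit and GENCODE release 44: promoter within 2 kb of the TSS of the canonical transcript of a protein-coding gene, then gene body, then intergenic. E-boxes were searched within 100 bp of the summit in the hg38 sequence, beside windows of the same size placed 2 kb away that touch no MYOD site. Gene domains were gene bodies with 10 kb on each side. H3K27ac peaks up to 12.5 kb apart were stitched.

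With 1 library per group no test between groups was possible and no p-value is given. Shares carry Wilson 95% intervals, ratios of counts the interval derived from the Wilson interval of the share, differences of shares Newcombe intervals, and the paired difference at MYOD sites a normal interval from the discordant sites. All cover counting error only. The 16 gene lists hold 327 entries: myogenic regulators, sarcomere and contraction, fusion with neuromuscular junction and calcium handling, CDK inhibitors, cell cycle and DNA replication, stemness and inhibitors of differentiation, RAS-ERK and AP-1 response, SCF ligase and neddylation, innate antiviral response, senescence and secretory factors, housekeeping, and markers of cardiac and smooth muscle, of adipocytes, cartilage and bone, of neurons and glia, of blood and endothelium, and of epithelium and liver. All entries were matched to the annotation, MYLPF through its current symbol MYL11. Each list was placed among 10000 random lists matched in 5 strata of domain length and in classes of control peak number.

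The genes to be named were fixed by rule before the data were examined: the 9 loci SKP2, MYOD1, MYOG, MYBPH, MYL1, MYH2, CDKN1A, CDKN1B and CDKN1C; per antibody the 10 highest-scoring knockdown-only, control-only and kept peaks, by the nearest protein-coding TSS within 100 kb, each gene once; per gene list the 2 members with the largest increase and the 2 with the largest decrease in H3K27ac cover and the 2 with the most knockdown-only MYOD peaks; and the 10 longest stitched domains per list. Not all genes taken by the rule on lists are printed.

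Alternatives fixed in advance were a -log10 p of at least 10, merging of neighbors within 1000 bp, a reciprocal overlap of 50%, counting peaks within 1000 bp as shared, lists of equal length, strict against full lists, other definitions of MYOD sites, of gene domains, of the matching, of the motif window (50 or 250 bp) and of the promoter (1 kb, or all annotated genes). A threshold at a -log10 p of 5 and thinning of the deeper library of each antibody to the background of the shallower one by binomial draws were added after the data were seen. Code was tested on simulated data. The decoding recovered 1000 of 1000 known pileups, and overlaps matched bedtools (version 2.31.1) for 5814 of 5814 MYOD and 25356 of 25356 H3K27ac control peaks. Of 400 random lists of 86 genes per antibody, 4.5% had a percentile outside the central 95% of matched lists for MYOD and for H3K27ac, and 100 of 100 lists given 17 further members with a knockdown-only peak were placed above it for either antibody. Scaling simulated MYOD peaks at a -log10 p of at least 10 to 0.8 of their depth gave 99.5% of the number drawn at that depth. Motif shares of single-list MYOD peaks were also compared after weighting in 10 bins of GC content, with intervals from 1000 bootstrap resamples. With motifs simulated from GC content alone, the interval held the known difference of 0 in 94 of 100 draws, and with 9 percentage points added it held that difference in 89 of 100. Analyses used Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1), pysam (version 0.24.0) and matplotlib (version 3.10.9), and samtools (version 1.23.1).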

Results

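Chromatin immunoprecipitation followed by sequencing was performed in RD cells, an established line of fusion-negative rhabdomyosarcoma (FN-RMS), a muscle-lineage tumor that keeps expressing MYOD without completing differentiation. The cells carried either a non-targeting shRNA (shSCR, control) or an shRNA against SKP2 (shSKP2), the substrate-recognition subunit of the SCF ubiquitin ligase. MYOD, a transcription factor that drives the skeletal muscle program, and H3K27ac, a histone mark of active promoters and enhancers, were each profiled in both arms. This gave 4 libraries in 4 groups with 1 library per group. No difference could be set against a spread between replicates, and the 95% intervals given here cover counting error only. On chromosomes 1 to 22, X and Y the MYOD lists held 5814 peaks in the control and 8457 after SKP2 knockdown. The H3K27ac lists held 25356 and 38457. The lowest background recovered from each list stood in for depth. It was 1.48 fragments per position for control MYOD, 1.94 for knockdown MYOD, 1.75 for control H3K27ac and 1.61 for knockdown H3K27ac. The knockdown library was therefore the deeper one for MYOD, with 1.31 times the control background, and the shallower one for H3K27ac, with 0.92 times the control background.

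The loci the study followed were examined first, beginning with the targeted gene. At SKP2 (hg38, chromosome 5, 36151989 to 36196849), H3K27ac covered 0.867 kb in 2 control peaks and 1.65 kb in 4 knockdown peaks. All lay in intron 2 except a knockdown-only peak in the 5' UTR (36152190 to 36152409). Neither MYOD list held a peak in SKP2 or the surrounding 10 kb, and the nearest MYOD peak was 77.1 kb away in the control list and 33.5 kb away in the knockdown list. The study reported MYOD at an intronic SKP2 region marked by H3K27ac in earlier RD data, and looping of that region to the promoter. Whether the intron 2 peaks lie in that region was not tested. A missing peak shows only that the calling threshold was not reached. These lists therefore do not show that MYOD was absent from SKP2. Peak lists of these antibodies carry no measure of SKP2 transcript or protein, so the depletion itself could not be checked here.

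At MYBPH, which encodes a myosin-binding protein of the sarcomere, no H3K27ac peak was called in the gene or within 10 kb in control cells. After SKP2 knockdown 3 peaks covering 1.32 kb were called, and the strongest of them (chromosome 1, 203172929 to 203173605, 4.04-fold over local background) sat in intron 3. It alone reached a -log10 p of 10, which left 0.677 kb of cover at that threshold. The adjoining intron 3 MYOD peak was already present in the control (203173646 to 203173855, 10.9-fold) and was kept in the knockdown (203173606 to 203173921, 12.0-fold), where a further MYOD peak was called at 203172357 to 203172673. At MYOG, a myogenic regulator downstream of MYOD, the promoter MYOD peak was kept (6.99-fold in the control list, 5.77-fold in the knockdown list), and a further MYOD peak (203091907 to 203092121) was in the knockdown list alone. H3K27ac covered 0.876 kb in 3 control peaks and 3.11 kb in 5 knockdown peaks. The H3K27ac region around that knockdown-only MYOD peak, upstream of MYOG inside the ADORA1 gene body, was called as separate peaks of 239 and 203 bp in the control and as a single peak of 1334 bp after knockdown (203091333 to 203092666).

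MYL1, which encodes a myosin light chain of fast muscle, kept its MYOD peak in intron 1 (chromosome 2, 210309767 to 210310053 in the knockdown list). Overlapping its edge, an H3K27ac peak of 1208 bp was called only after knockdown (210308766 to 210309973, 5.25-fold). A MYOD peak beyond the 3' end of MYL1 (210288410 to 210288647, 7.18-fold) was also in the knockdown list alone. The highest-scoring control H3K27ac peak of the locus, upstream of MYL1 (210318800 to 210318982, 4.96-fold), was overlapped by no knockdown peak, but one lay within 1000 bp (210319199 to 210319785). H3K27ac covered 0.916 kb of this locus in the control and 3.62 kb in the knockdown. At CDKN1A, which encodes the CDK inhibitor p21, the MYOD peak over the transcription start site (TSS) in the 5' UTR of exon 1 was kept (chromosome 6, 36678685 to 36679019 in the control, 7.17-fold, and 7.53-fold in the knockdown list). An H3K27ac peak of 1437 bp that started just downstream of this TSS and had its summit in intron 1 (36678747 to 36680183, 5.13-fold) was in the knockdown list alone. A control-only H3K27ac peak lay in the same intron within 1000 bp of it (36680365 to 36680753, 2.73-fold, -log10 p of 4.62). H3K27ac covered 0.389 kb in the control and 2.55 kb in the knockdown.

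MYOD1, which encodes MYOD, kept its upstream MYOD peak (8.43-fold in the control list and 7.94-fold in the knockdown list). The H3K27ac peak that overlapped this site (chromosome 11, 17714089 to 17714332, 3.44-fold) was in the control list alone. The locus carried 0.758 kb of H3K27ac in the control and 1.35 kb in the knockdown, but among peaks at a -log10 p of at least 10 the cover was lower after knockdown (difference of -0.514 kb). CDKN1B, encoding the CDK inhibitor p27, had no MYOD peak in either list and 5 H3K27ac peaks in both, covering 1.83 kb in the control and 3.82 kb in the knockdown. CDKN1C, encoding the CDK inhibitor p57, had no MYOD peak and a single kept upstream H3K27ac peak of 321 bp in the control and 295 bp in the knockdown. MYH2, a myosin heavy chain of mature muscle fibers, had no peak of either antibody within 10 kb in any list.

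**Figure D1:**
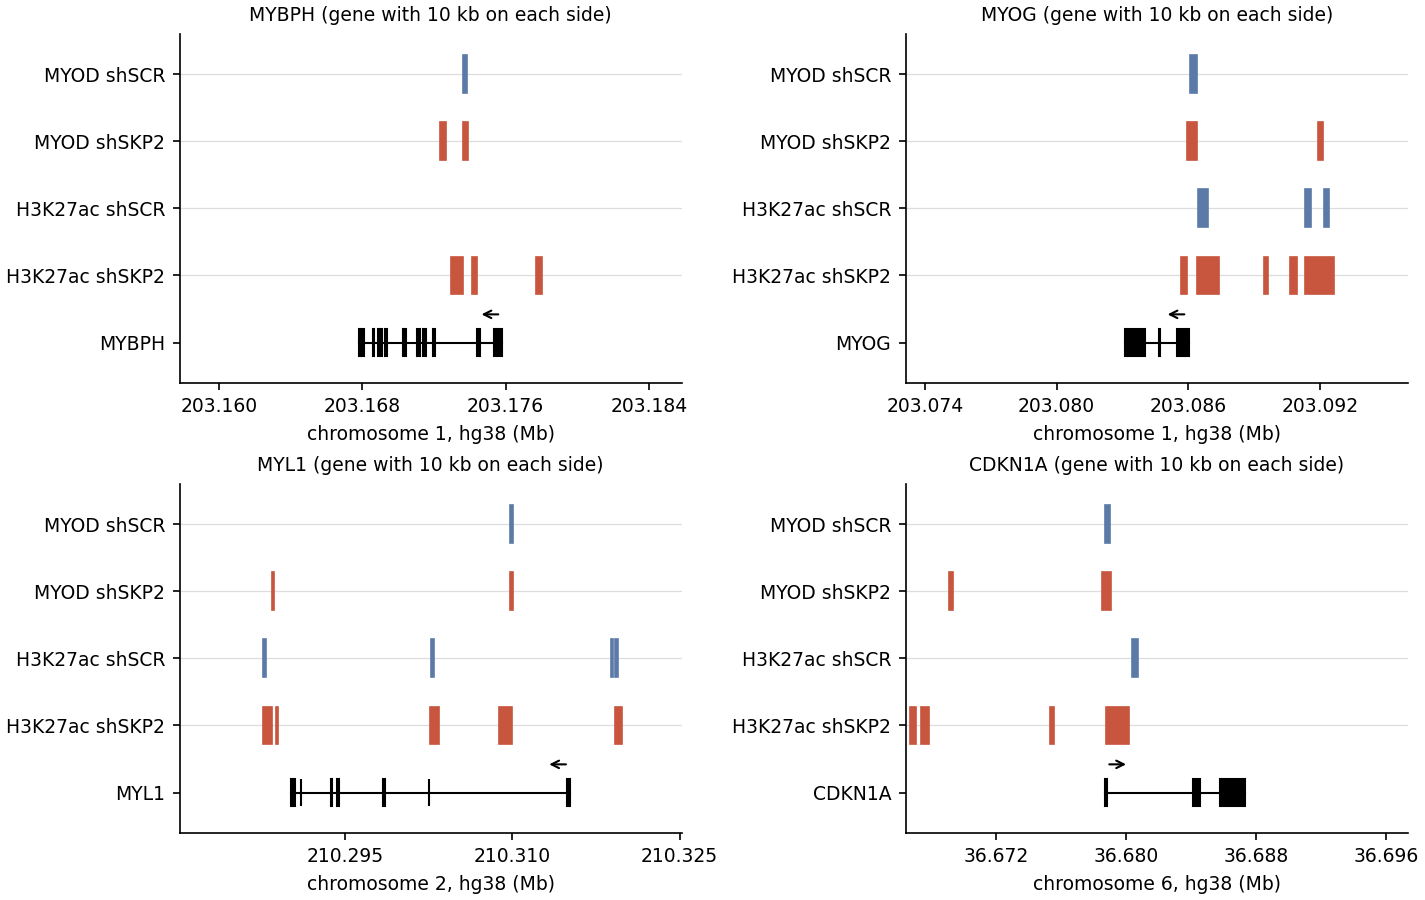
Called peaks of the 4 libraries (rows; blue control, red SKP2 knockdown) over MYBPH, MYOG, MYL1 and CDKN1A with 10 kb on each side; the x axis is the hg38 position in Mb, black boxes are exons of the canonical transcript and arrows mark the direction of transcription. MYBPH has no H3K27ac peak in the control row and 3 in the knockdown row, while its MYOD peak in intron 3 is in both MYOD rows.

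Whether MYOD binding changed with SKP2 knockdown was then asked over the genome. The strongest MYOD sites of control cells were shared by both arms. The highest-scoring kept peak named by the rule lay at the promoter of MAMSTR, a coactivator of MEF2 (24.9-fold in the control list and 23.9-fold in the knockdown list). The others lay near RDH8, RTN2, PRR18, TSPAN9, SFRP5, FSCN1, SLC44A2, CACNA1S, which encodes the voltage sensor of skeletal muscle calcium release, and ARHGEF2. Of the 5814 control peaks, 3728 (64.1%, interval 62.9 to 65.3) were overlapped by a knockdown peak, and the knockdown list was 1.45 times as long (interval 1.41 to 1.5). The knockdown list held 4730 peaks with no control counterpart (55.9%, interval 54.9 to 57.0), against 2086 peaks found in the control list alone. The study reported slightly stronger MYOD binding over the genome, and proposes a gain at existing peaks rather than new binding. A knockdown-only peak shows only that the control library did not reach the calling threshold there. These counts therefore cannot decide on new binding. Within the control list the median fold was 6.54 for kept and 4.61 for control-only peaks, and within the knockdown list 6.88 for kept and 4.57 for knockdown-only peaks.

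The highest-scoring knockdown-only MYOD peak lay in a coding exon of ZNF280B (chromosome 22, 22488263 to 22488494, 16.8-fold), and its neighbor ZNF280A also carried a peak among the 10 highest (22514573 to 22515110, 11.9-fold). The others lay near AKR1A1 (13.0-fold), DUX4, NBPF1, NRCAM (intron 1, 12.4-fold), LEUTX, PRLR (intron 1, 11.5-fold), HS6ST1 and ATP6V1G2-DDX39B. DUX4 and NBPF1 belong to families of near-identical copies, so their positions are uncertain. The highest control-only MYOD peaks lay near PPP1CB (chromosome 2, 28717526 to 28717776, 16.2-fold), NTMT2 (intron 2, 11.9-fold), PMAIP1, which encodes the proapoptotic protein NOXA, FAM53A, TNFSF4, YKT6, SELENON, AVEN, HNRNPLL and SULT1C2. Names give the nearest TSS within 100 kb. The peaks named by FAM53A, YKT6 and SELENON lay inside SLBP, CAMK2B and MAN1C1. None of these 20 peaks had a peak of the other MYOD list within 1000 bp. A list's length depends on depth as well as on binding. When knockdown peaks at a -log10 p of at least 10 were asked against the full control list, 36.3% had no counterpart.

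**Figure D2:**
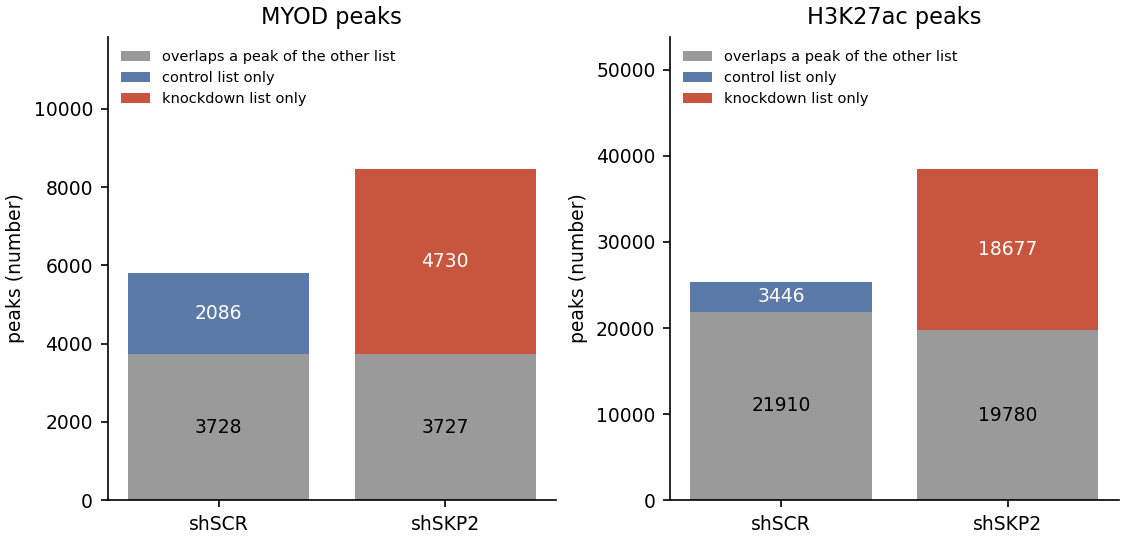
Number of MYOD peaks (left) and H3K27ac peaks (right) per list, split into peaks that overlap a peak of the other list (gray) and peaks of a single list (blue control, red SKP2 knockdown). MYOD has 4730 knockdown-only and 2086 control-only peaks, and H3K27ac has 18677 knockdown-only and 3446 control-only peaks.

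H3K27ac covered more of the genome after SKP2 knockdown. The knockdown list was 1.52 times as long (interval 1.49 to 1.54) and covered 23.7 Mb of the genome against 11.6 Mb in the control, with a median peak width of 487 bp against 363 bp. Control peaks were largely retained, since 21910 of 25356 (86.4%, interval 86 to 86.8) were overlapped by a knockdown peak. In turn, 18677 of the 38457 knockdown peaks (48.6%, interval 48.1 to 49.1) had no control counterpart. Of 20007 protein-coding genes, 13378 had more H3K27ac-covered sequence in the gene with 10 kb on each side after knockdown and 773 had less. Under a reciprocal overlap of 50% the kept share of control peaks was 48.9%. Of the knockdown peaks at a -log10 p of at least 10, 26.9% had no counterpart in the full control list.

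The highest-scoring knockdown-only H3K27ac peak covered the promoter of SESN2, a stress-induced regulator of mTORC1 signaling (chromosome 1, 28258366 to 28259686, 7.21-fold, -log10 p of 96.7), and the peak that followed, in intron 1 of PPM1E, reached a -log10 p of 46.4. The remaining ones lay near FSTL3, FGL2 (over the promoter, 77198881 to 77200081 of chromosome 7), ACTR5 (promoter), CYBRD1, KCNS1, NRXN2, PIGV and FAM83F. Those named by CYBRD1 and PIGV, the nearest TSS, lay inside DCAF17 and ARID1A. The highest control-only H3K27ac peaks scored lower and lay near CCDC200 (-log10 p of 29.7), PMAIP1 (chromosome 18, 59886119 to 59886750, -log10 p of 28.1), FRMD8, PBX3, OIP5, SIRT4, LCOR, TAGLN3, ASXL1 and NKD2. A peak of the other H3K27ac list lay within 1000 bp of those near FSTL3, CYBRD1, PIGV, FRMD8, OIP5, SIRT4, LCOR, TAGLN3 and ASXL1. PMAIP1 was the nearest gene of a top control-only peak for both antibodies, at different positions. The strongest kept peaks named by the rule covered or neighbored the promoters of CHTOP (16.8-fold in the control list, 19.4-fold in the knockdown list), ZNF460, ANAPC7, RBBP5, ZBTB8OS, BUD31 and PSMD1, or lay farther from PPIAL4F, SKOR1 and TAF12.

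Neighboring H3K27ac peaks were stitched into domains, of which 593 exceeded 20 kb after knockdown against 252 in the control. The longest in the knockdown were at MACF1 (chromosome 1, 39130710 to 39213564, 82.9 kb, with 8.27 kb covered against 3.94 kb in the control), KLRK1, RPLP2, FAM83C, PHLDA3, SPAG17, ACTN4, NR2F6, FOSB and PCDHGC5. At ACTN4, an actin crosslinker, 11.7 kb was covered against 6.66 kb in the control. In the control the longest were at MBL2 (54.3 kb), CREB3L4, HOXC11, CSKMT, MYOF, a membrane protein of myoblast fusion, TAF8, ABHD16B, CHD2, KAZALD1 and PPIAL4H. Cover was larger after knockdown in 8 of these 10, as near CHD2 (3.63 kb in the control and 6.54 kb in the knockdown). It was smaller near MBL2 (5.45 and 5.03 kb) and PPIAL4H (3.10 and 2.34 kb). The domains listed under FAM83C, SPAG17, MBL2, CHD2 and PPIAL4H held no TSS, so none of them covered the start of the named gene.

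The study reported that H3K27ac rose markedly at sites bound by MYOD, and this was examined here in the peak lists. Of 10538 sites bound by MYOD in either arm, 34.0% (interval 33.1 to 34.9) were overlapped by an H3K27ac peak in control cells and 51.7% (interval 50.7 to 52.6) after SKP2 knockdown. The difference was 17.7 percentage points (interval 16.8 to 18.5). H3K27ac was called in the knockdown alone at 2050 sites and in the control alone at 190. At the 3722 sites bound in both arms the share was 49.0% in the control and 68.2% in the knockdown. It was 30.2% and 45.6% at the 2086 control-only sites, and 24% and 41.3% at the 4730 knockdown-only sites. The same sites moved by 20 kb were marked at 1.95% in the control and 3.15% in the knockdown. Relative to its control value, the share at moved sites rose no less than that at MYOD sites. The gain in percentage points therefore does not show a rise particular to MYOD sites. A MYOD site was overlapped by 8.89% of knockdown-only H3K27ac peaks (interval 8.49 to 9.31), 5.43% of control-only peaks (interval 4.72 to 6.23) and 16.4% of kept control peaks (interval 15.9 to 16.9). With both lists of each antibody shortened to equal length by score the difference at MYOD sites was 11.0 percentage points, and under a reciprocal overlap of 50% it was -0.465 (interval -1.08 to 0.149), which includes 0. That rule also asks the MYOD site to cover 50% of the H3K27ac peak. Wider H3K27ac peaks meet it less easily, and their median width was 363 bp in the control and 487 bp after knockdown. The reciprocal rule therefore cannot decide whether the mark was gained at these sites.

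**Figure D3:**
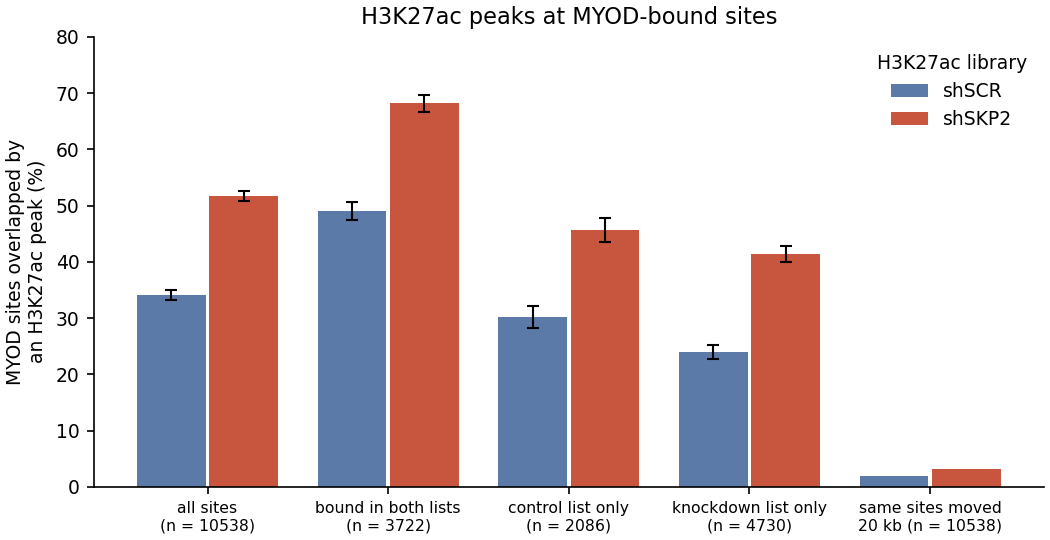
Share of MYOD-bound sites overlapped by an H3K27ac peak (y axis, percent) in the control (blue) and SKP2 knockdown (red) H3K27ac libraries, for all sites, for sites by MYOD list, and for all sites moved by 20 kb; error bars are 95% Wilson intervals for counting error and the moved sites have none. The share is higher in the knockdown at all classes of site, 51.7% against 34.0% over all sites. It is also higher at the moved sites, 3.15% against 1.95%.

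Knockdown-only MYOD peaks lay at promoters more often, and knockdown-only H3K27ac peaks less often, than kept peaks of the same antibody. Among MYOD peaks, 24.7% of knockdown-only (interval 23.5 to 25.9), 18.3% of control-only (interval 16.7 to 20) and 19.9% of kept peaks (interval 18.6 to 21.2) lay within 2 kb of a protein-coding TSS. For H3K27ac, 40.6% of kept peaks (interval 40.0 to 41.3) were at promoters against 21.2% of knockdown-only (interval 20.7 to 21.8) and 17.8% of control-only peaks (interval 16.6 to 19.1). Gene bodies outside promoters held 45.1% of the knockdown-only H3K27ac peaks, 47.5% of the control-only ones and 32.2% of the kept ones. At a -log10 p of at least 10 the MYOD difference between knockdown-only and kept peaks was 2.06 percentage points (interval -0.083 to 4.21), which includes 0, against 4.80 (interval 3.01 to 6.56) over all peaks.

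The E-box, the hexamer to which MYOD binds with its partners, was frequent in all classes of MYOD peak. CAGCTG lay within 100 bp of the summit in 70.6% of kept peaks (interval 69.1 to 72.0), in 53.2% of knockdown-only (interval 51.8 to 54.7) and in 53.2% of control-only peaks (interval 51 to 55.3), against 8.41 to 9.42% of windows 2 kb away. The variant CAGGTG, or CACCTG on the other strand, occurred in 45.1% of kept peaks (interval 43.5 to 46.7), 45.0% of knockdown-only (interval 43.6 to 46.4) and 35.7% of control-only peaks (interval 33.6 to 37.7), against 19.7 to 21.3% of windows 2 kb away. The variant's shares in knockdown-only and control-only peaks differed by 9.35 percentage points (interval 6.84 to 11.8). For CAGCTG, the difference of -17.4 percentage points between knockdown-only and kept peaks was -9.15 at a -log10 p of at least 10.

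**Figure D4:**
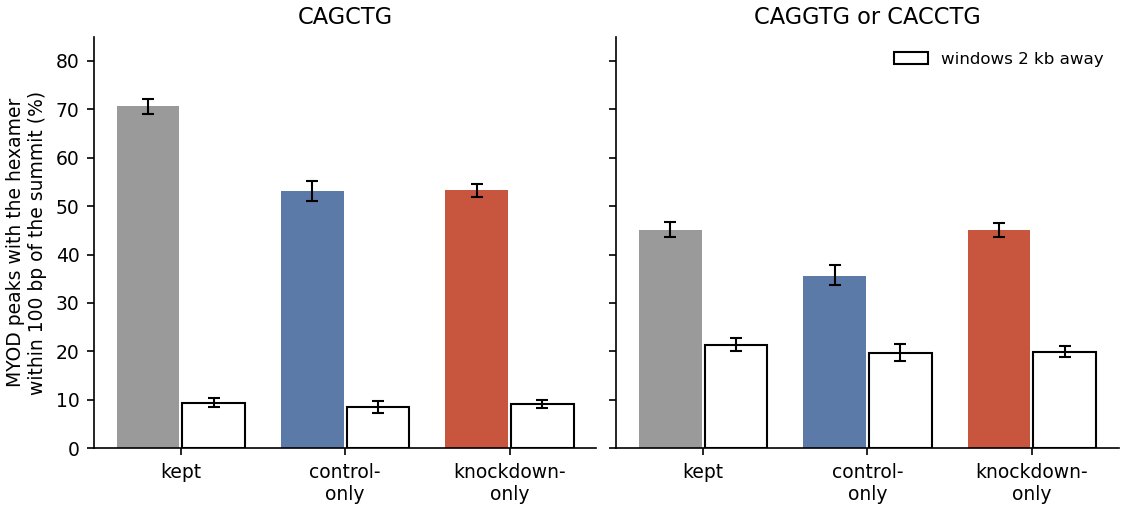
Share of MYOD peaks (y axis, percent) with CAGCTG (left) or with CAGGTG or CACCTG (right) within 100 bp of the summit, for kept, control-only and knockdown-only peaks (filled bars) and for windows 2 kb away (open bars); error bars are 95% Wilson intervals for counting error. Control-only peaks hold the variant in 35.7% and knockdown-only peaks in 45.0%, while both hold CAGCTG in 53.2%.

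Gene groups fixed before the data were examined were compared with 10000 random lists of protein-coding genes matched on domain length and control peak number, as a description of these libraries. Of the 86 muscle genes in 3 lists, 29 had a knockdown-only MYOD peak in the gene or within 10 kb, against a mean of 20.3 in matched lists (percentile 98.5). A control-only MYOD peak was present at 13, against a mean of 21.1 (percentile 0.755). The sarcomere list contributed 13 of 40 (mean 8.18, percentile 96.8). Among them were ACTA1, the skeletal alpha-actin, with a knockdown-only MYOD peak and 2 knockdown-only H3K27ac peaks, and TNNI1, a slow-muscle troponin, whose H3K27ac cover was 0.955 kb in the control and 3.26 kb in the knockdown. Among myogenic regulators 7 of 17 had a knockdown-only MYOD peak (mean 4.90, percentile 87.7), with 3 such peaks at TEAD4. Among genes of fusion, the neuromuscular junction and calcium handling it was 9 of 29 (mean 7.36, percentile 76), including ATP2A1, the calcium pump of fast muscle. Within 2 kb of the TSS, 5 of 86 muscle genes had such a peak against a mean of 5.08. The count over the whole domain was inside the central 95% of matched lists with peaks restricted to a -log10 p of at least 5, the threshold the methods state (26 against a mean of 19.6, percentile 95), and for knockdown-only peaks at a -log10 p of at least 10 (11 against 7.60, percentile 89.8). With peaks given to the nearest TSS within 50 kb the count was also inside (23 against 15.9, percentile 97.4). By percentile it lay outside with lists of equal length (99.7), with matching on domain length only (99.8) and after thinning (97.55).

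H3K27ac cover was larger after knockdown at 65 of the 86 muscle genes and smaller at 9. The median difference was 0.639 kb against 0.605 kb in matched lists (percentile 64.6), and 45 had a knockdown-only H3K27ac peak against a mean of 42.8 (percentile 69.5). With peaks given to the nearest TSS within 50 kb the count was 43 against a mean of 35.7 (percentile 95.5). Within 2 kb of the TSS it was 16 against 16.7, and for knockdown-only peaks at a -log10 p of at least 10 it was 21 against 21.5. PAX3, a regulator of muscle progenitors, had 2.89 kb in the control and 5.62 kb in the knockdown, and MEF2D had 2.88 and 5.55 kb. SGCD, a sarcoglycan, had 2.60 and 5.02 kb, and HRC, a calcium-binding protein of the sarcoplasmic reticulum, had 0.989 and 2.93 kb. The differences at PAX3, MEF2D, SGCD and HRC were 2.72, 2.68, 2.43 and 1.94 kb. With lists of equal length they were 1.31, 2.45, 1.96 and 1.94 kb in the same order. Cover was smaller after knockdown at MDFI, an inhibitor of MYOD-family factors (0.67 kb in the control and none called after knockdown), ACTN2 (0.594 to 0.306 kb) and UNC45B (0.617 to 0.496 kb). It was also smaller at MYMX and CDH15. At a -log10 p of at least 10 the difference was 0 at MDFI, ACTN2 and ACTA1, and cover at MYMX and CDH15 was larger after knockdown. At UNC45B the difference was -0.617 kb at that threshold, against -0.121 kb over all peaks.

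Genes of proliferation held H3K27ac peaks of either list alone. Of the 37 cell cycle and DNA replication genes, 14 had a control-only H3K27ac peak against a mean of 6.24 in matched lists (percentile 99.985). They included RRM2, BUB1, MYBL2 and CDK6, which had 4. This control-only count was not repeated at a stricter threshold or with peaks within 1000 bp counted as shared. Over the genome, 9.95% of control-only H3K27ac peaks had a -log10 p of at least 10. The kept share of control peaks was 86.4%, and 93.0% with peaks within 1000 bp counted as shared. The count therefore does not show that the mark was lost at these genes. The difference in cover changed from -0.181 to 0.027 kb at RRM2 with a -log10 p of at least 5. At BUB1 it changed from -0.12 to 0.129 kb with a -log10 p of at least 10. Of the 37 genes, 22 had a knockdown-only peak (mean 17.7, percentile 92.9). Covered sequence was still larger after knockdown at 33 of the 37, as at CDK6 (6.70 to 11.2 kb) and CDC20 (1.5 to 3.27 kb). Of the 10 CDK inhibitors and pocket proteins, 6 had a control-only H3K27ac peak (mean 1.95, percentile 99.9) and 7 a knockdown-only peak (mean 5.46, percentile 83.7). The 6 include CDKN1A, whose control-only peak had a -log10 p of 4.62, under the threshold of 5 that the methods state. They also include CDKN2A and CDKN2B, whose domains overlap. Each had 1 control-only peak and 0.439 kb of control cover, so this may be the same peak. The upper bound of matched lists was 4, and the control-only count was not repeated at a stricter threshold. CDKN1A alone among the 10 genes had a knockdown-only MYOD peak (mean 2.21, percentile 19.0), and its -log10 p of 4.61 also lay under the stated threshold.

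Among the signaling groups, 18 of 26 RAS-ERK and AP-1 response genes had a knockdown-only H3K27ac peak (mean 13.2, percentile 97.9), with 1.79 kb in the control and 4.25 kb in the knockdown at ATF3, and 8 had a knockdown-only MYOD peak (mean 4.75, percentile 93.9). Stemness genes and inhibitors of differentiation had 15 of 26 for H3K27ac (mean 13.5, percentile 74.3) and 9 for MYOD (mean 6.77, percentile 86.1). HMGA2 had 4.15 kb in the control and 7.99 kb in the knockdown. This difference of 3.84 kb was 1.05 kb with lists of equal length. At SNAI1 and JAG1 control peaks covering 0.627 and 0.434 kb had no counterpart, and neither locus differed at a -log10 p of at least 10. SCF ligase and neddylation genes had 10 of 15 for H3K27ac (mean 8.42, percentile 79.6) and 4 for MYOD (mean 2.74, percentile 79.3), with FBXO32, a muscle ubiquitin ligase, holding 2 of the knockdown-only MYOD peaks. Innate antiviral genes had 7 of 19 for H3K27ac (mean 9.75, percentile 9.73) and 2 for MYOD (mean 3.81, percentile 15.9). Senescence and secretory genes had 6 of 16 for H3K27ac (mean 5.74, percentile 56.3) and 4 for MYOD (mean 2.85, percentile 77.4).

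Housekeeping genes and markers of other lineages gave the background for these counts. Of the 16 housekeeping genes, 7 had a knockdown-only MYOD peak against a mean of 3.0 (percentile 99), among them ACTB with 2 and GAPDH with 1. A total of 7 had a knockdown-only H3K27ac peak (mean 7.79, percentile 35.3). Adipocyte, cartilage and bone markers had a knockdown-only MYOD peak at 0 of 15 genes (mean 3.06, percentile 1.21) and a knockdown-only H3K27ac peak at 7 (mean 5.48, percentile 81.6). Neuron and glia markers had 6 of 15 for MYOD (mean 2.88, percentile 97.1) and 3 for H3K27ac (mean 5.81, percentile 4.70). Blood and endothelium markers had 2 of 15 for MYOD (mean 2.85, percentile 31.0) and 3 for H3K27ac (mean 6.65, percentile 1.26). Cardiac and smooth muscle markers had 1 of 16 for MYOD (mean 2.65, percentile 14.1) and 4 for H3K27ac (mean 5.47, percentile 21.9). Epithelium and liver markers had 1 of 15 for MYOD (mean 2.54, percentile 15.8) and 4 for H3K27ac (mean 5.42, percentile 21.9). Over the 16 lists and both antibodies, 3 of 32 counts of genes with a knockdown-only peak lay outside the bounds of the central 95% of matched lists, where about 1.6 would by chance. These were housekeeping genes and adipocyte, cartilage and bone markers for MYOD, and blood and endothelium markers for H3K27ac. By percentile 4 did, with RAS-ERK genes for H3K27ac added. On a bound lay the counts of RAS-ERK genes and neuron and glia markers for H3K27ac, and of sarcomere genes and neuron and glia markers for MYOD. For control-only peaks 2 of 32 counts lay outside, those of the cell cycle genes and the CDK inhibitors for H3K27ac. The CDK inhibitor count includes CDKN1A, whose peak lay under a -log10 p of 5, and CDKN2A and CDKN2B, which may share a peak. Neither count was repeated at a stricter threshold.

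**Figure D5:**
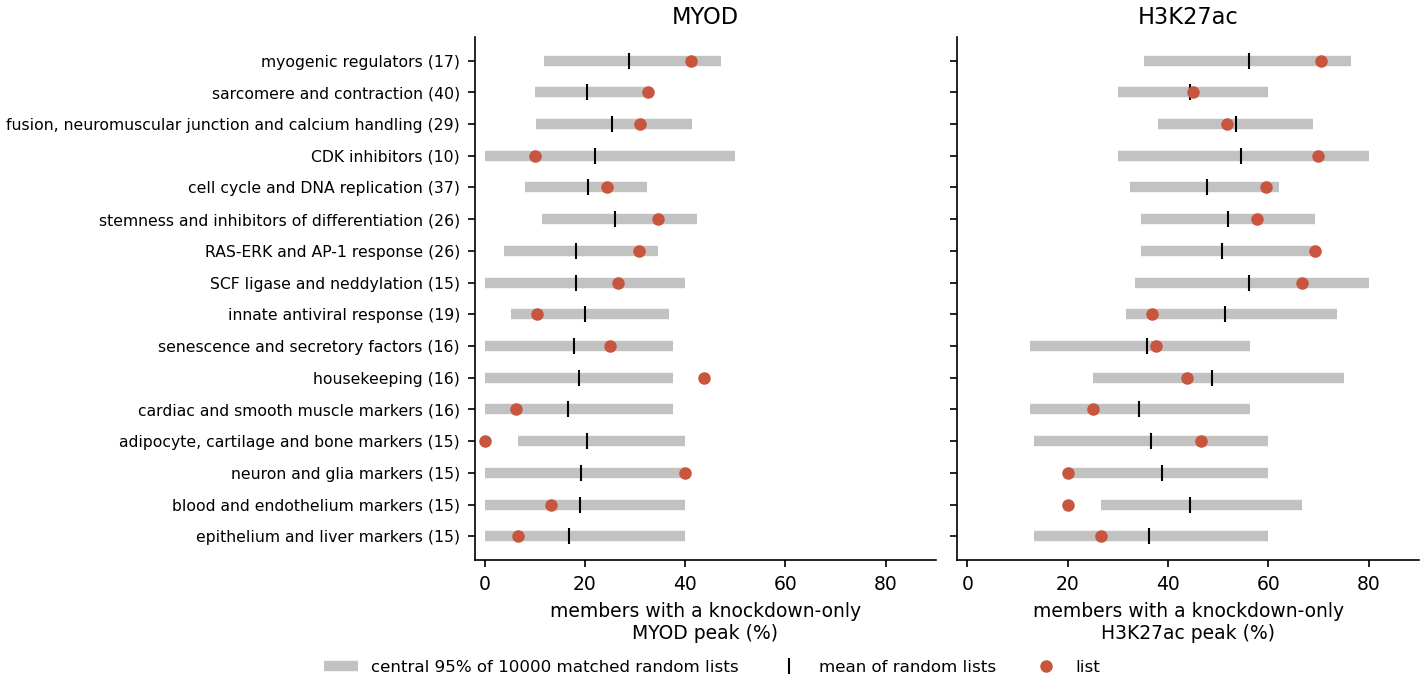
Share of the members of each gene list (rows, number of genes in parentheses) with a knockdown-only MYOD peak (left) or H3K27ac peak (right) in the gene or within 10 kb (x axis, percent; red points), beside the mean (black ticks) and the central 95% (gray bars) of 10000 matched random lists. Housekeeping genes lie above the gray bar for MYOD with 7 of 16, and the muscle lists lie inside the bars for H3K27ac.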

Values the study reported

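The study reported that knockdown with both shRNAs against SKP2 raised the proportion of MyHC-positive cells by no less than 12-fold in RD and JR1 cultures. It also counted 16 myogenic MYOD target genes whose expression was higher after SKP2 depletion in RD as well as JR1.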

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

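A signal appeared outside the human chromosomes, in a part of the H3K27ac lists that the comparisons leave out: on a contig named SV40, a peak at 2538 to 2759 had a summit pileup of 72 fragments in the knockdown library (21.7-fold over background) against 15 fragments at 2564 to 2756 in the control library (5.82-fold).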

How the results depend on the processing

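Thinning the deeper library of each antibody to the background of the other, and a threshold at a -log10 p of 5, were chosen after the data had been seen; the remaining alternatives were fixed beforehand. No paired analysis was possible because each group has 1 library. Over 12 results and their alternatives, 36 values stayed within the counting interval of the reported value, 40 lay outside it and 4 changed sign. Under the 4 alternatives computed for list length (2 stricter thresholds, merging and thinning), the knockdown list was the longer one for MYOD (1.36 to 1.46 times) and H3K27ac (1.54 to 1.86 times). Scaling for depth and a stricter threshold together gave a MYOD ratio of 0.983 at a -log10 p of at least 15. Under their alternatives the promoter differences (2.06 to 4.62 percentage points for MYOD, -20.1 to -17.8 for H3K27ac) and the CAGCTG difference (-17.8 to -9.15) kept their sign, although the interval of 2.06 included 0. Where a value lay outside or changed sign, the cause was not tested unless the alternative itself sets it. At a -log10 p of at least 10 in both lists, the knockdown list was 1.37 times as long for MYOD and 1.86 times for H3K27ac. The kept shares were then 73.2% and 91.1%, and the knockdown-only shares 46.4% and 54.0%. The difference at MYOD sites was 20.8 percentage points, the CAGCTG difference -9.15, and the promoter differences 2.06 for MYOD and -17.8 for H3K27ac. With neighbors merged, the H3K27ac values were 1.54 times, 87.9% kept and 43.4% knockdown-only. A reciprocal overlap of 50% gave 54.7% kept and 62.4% knockdown-only for MYOD, 48.9% and 67.8% for H3K27ac, and -0.465 percentage points at MYOD sites (interval -1.08 to 0.149), a change of sign with an interval that includes 0. The value at MYOD sites depends on the width of the H3K27ac peaks, which were wider after knockdown, so it cannot decide whether the mark was gained. With peaks within 1000 bp counted as shared, the values were 66.0% and 54.3% for MYOD and 93.0% and 37.2% for H3K27ac. Lists of equal length gave 57.5% and 42.5% for MYOD, 76.4% and 32.2% for H3K27ac, and 11.0 percentage points at MYOD sites. Strict lists asked against full ones gave 79.7% and 36.3% for MYOD, 97.1% and 26.9% for H3K27ac, and 19.7 percentage points at MYOD sites. Thinning gave 1.36 times and 53.4% knockdown-only for MYOD, and 1.54 times, 86.8% kept and 49.1% knockdown-only for H3K27ac. At a -log10 p of at least 5 the kept shares were 65.7% for MYOD and 87.2% for H3K27ac. At sites bound in both arms the H3K27ac difference was 19.2 percentage points, and in windows of 250 bp the CAGCTG difference was -12.6. For the muscle genes, the excess of members with a knockdown-only peak over matched lists was 10.1 percentage points for MYOD and 2.56 for H3K27ac. The H3K27ac excess was 8.52 with the nearest TSS within 50 kb and 7.13 with matching on domain length only, both with intervals that include 0, and the MYOD excess was 7.49 (interval -1.20 to 17.9) at a -log10 p of at least 5. Within 2 kb of the TSS the excess was -0.09 for MYOD and -0.84 for H3K27ac, and for H3K27ac peaks at a -log10 p of at least 10 it was -0.61, all changes of sign. Of 90 named genes, the difference in H3K27ac cover changed sign in 16 comparisons with an alternative, became 0 in 14, took another value of the same sign in 91 and was identical in 239. It became 0 at a -log10 p of at least 10 at MDFI, ACTN2, ACTA1, SNAI1, JAG1, IGFBP5, NKX2-5, ACAN, CLDN5 and CLDN4, and with lists of equal length at ACTA1, IGFBP5, ACAN and CLDN5. At a -log10 p of at least 10 it was -0.514 kb at MYOD1, 0.276 at PAX7, -0.127 at ACTC1, 0.291 at CDH15, 0.468 at MYMX, 0.027 at RRM2, 0.129 at BUB1, 0.745 at SPRED1, 0.126 at BTRC and 0.464 at IFIH1. With lists of equal length it was -0.826 kb at ACTC1, -0.253 at MYBL2, -0.325 at SPRED2 and -0.097 at OAS2. Thinning gave 0.126 kb at BTRC, and a -log10 p of at least 5 gave 0.027 kb at RRM2. Depth limits all single-list calls, since a peak missing from a list shows only that it did not reach the calling threshold.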

Other observations

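The depth and MYOD-site tests of H3K27ac, the depth tests of MYOD peaks at a -log10 p of at least 5, 10 or 15, the GC and promoter tests of the E-box variant, and the summaries of kept signal other than that at housekeeping genes were chosen after the results were seen; the other tests below were set out before their results. The signal at kept peaks was compared between lists with no spike-in factor applied here, and its size depended on the scaling. At 21910 kept H3K27ac peaks the median change after SKP2 knockdown was 0.70 (log2) for the summit pileup over the background of its library, with 91.8% above 0. It was 0.90 with the background taken per length of the shortest peak, and 0.26 for the deposited fold over local background. These control peaks overlapped 19780 knockdown peaks, so some of them were compared with the same knockdown summit. Whether this raised the change was not tested. At 3728 kept MYOD peaks the direction turned with the scaling, with medians of -0.17, -0.09 and 0.05 in the same order, and at 57 of them in muscle gene domains it was -0.11, -0.04 and 0.04. The study reported slightly more MYOD over the genome and at CDKN1A, MYL1, MYOG and MYBPH. With the direction set by the scaling, the kept MYOD signal cannot decide that.

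More H3K27ac peaks were called after SKP2 knockdown in what was the shallower library, which argues against depth (0.92 times the control background, or 0.804 times per length of the shortest peak), while a ratio of 1.86 at a -log10 p of at least 10 argues against weak calls. A gain concentrated at MYOD-bound sites is argued against as well. Among H3K27ac peaks that overlap no MYOD site the knockdown list was 1.52 times as long (interval 1.5 to 1.55), and 8.89% of the knockdown-only H3K27ac peaks overlapped one. In the other direction, kept H3K27ac peaks outside promoters rose slightly more in pileup over library background at MYOD sites. The difference of medians was 0.041 (log2, interval 0.018 to 0.063). A difference of scale over the whole genome, such as a more efficient immunoprecipitation, stays open, since at 36 kept H3K27ac peaks in housekeeping gene domains the median change in pileup over library background was 0.86 (log2), and by the deposited fold it was 0.27 there and 0.26 over all kept peaks. The median difference in H3K27ac cover at housekeeping genes was 0.332 kb against 0.711 kb in matched lists (percentile 1.39). Those lists were not matched on peak height. In the control, the median pileup over library background was 21.7 at kept housekeeping peaks and 14.9 over all kept peaks. The cover values therefore cannot decide for or against a uniform scale. A broad biological rise in H3K27ac after SKP2 knockdown is also open and was not separated here from a technical one.

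The MYOD list was also longer after knockdown, here in the deeper library. Knockdown-only peaks held CAGCTG 44.1 percentage points more often than windows 2 kb away. This argues against signal without the motif as the source of all of them. It cannot decide whether part of them is such signal. CAGCTG was in 53.2% of knockdown-only and of control-only peaks, against 70.6% of kept peaks. At promoters it was in 41.5% of knockdown-only and 39.1% of control-only peaks. Weak calls as the only explanation are argued against by an unscaled ratio of 1.37 at a -log10 p of at least 10. Depth as the only explanation is argued against by a ratio of 1.35 (interval 1.31 to 1.4) over all peaks after scaling the knockdown library down, although the scaled list held 8.84% of its peaks between a -log10 p of 4 and 5 against 4.13% in the deposited control list, and the scaling was tested on simulated data only for stronger peaks. The scaled ratio was lower at each stricter threshold: 1.29 at a -log10 p of at least 5, 1.09 (interval 1.04 to 1.14) at 10 and 0.983 (interval 0.928 to 1.04) at 15, or 1.32, 1.13 and 1.05 with depth taken per length of the shortest peak. Depth together with weak calls could therefore account for the longer list, and a change in MYOD binding at weak sites stays open beside them. Signal without the motif at part of the knockdown-only peaks stays open as well.

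The larger share of CAGGTG or CACCTG in knockdown-only than in control-only MYOD peaks was noticed in these data and is a hypothesis: kept peaks held it at 45.1% and knockdown-only peaks at 45.0%, so over all peaks the control-only share of 35.7% was the one apart, while at a -log10 p of at least 10 the shares were 46.3%, 51.7% and 38.4% in the same order. GC content was higher in knockdown-only peaks (55.5% against 52.1%), but as the whole explanation it is argued against by a difference of 8.32 percentage points (interval 5.71 to 10.7) with knockdown-only peaks weighted to the GC content of control-only peaks; the 119 other hexamers of the same bases differed by -1.13 to 6.30, the highest being ACCTGC, which overlaps CACCTG. Depth is argued against by a mean difference of 10.3 percentage points over 20 thinnings. A larger share of promoters could not raise the knockdown-only share, since promoter peaks held the variant less often. It was in 40.1% of knockdown-only peaks at promoters and 46.6% outside, and in 33.9% and 36.1% of control-only peaks. The difference outside promoters was 10.6 (interval 7.75 to 13.4), but leaving promoters out could not have made it smaller, so it decides nothing further. A candidate explanation is a different use of E-box variants by MYOD, or by a factor bound with it, in the arms, which was not tested, and with 1 library per arm a difference between the immunoprecipitations is equally open.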
